A study of Aedes albopictus with 6 samples.

How the data were processed

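Ovaries of the Asian tiger mosquito *Aedes albopictus* were profiled by RNA-seq in 2 groups of 3 libraries. One group is the control and the other carried an overexpression of the PIWI-interacting RNA (piRNA) Aalpi18529, which per the series' design text was introduced as a mimic, that is, a synthetic copy of the small RNA. Groups were taken from the sample titles and the genotype labels. Per the labels' protocols, total RNA was extracted with TRIzol and libraries were made with the MGIEasy RNA Library Kit. How many females were pooled per library, the time after the blood meal and whether counting used strand are not given in the sources used here.

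The authors deposited 1 table of estimated counts per gene, in columns headed as read counts. The values carry 2 decimals and are not scaled between libraries. Values with decimals arise when a read that matches several genes is divided among them, so a gene's estimated count can move with the counts of its near-identical copies. The aligner, the counting program, the genome build and any read filter are not given in the sources used here. The table pairs NCBI gene IDs with gene symbols, RefSeq transcripts, scaffold positions and gene descriptions, and positions are printed as the deposited table gives them. It lists 34479 rows, of which 10950 are blank in all 6 libraries and were left out (341 of these are named as miRNAs). No row with values held 0 in all 6 libraries, so a blank may stand for no reads rather than for no measurement. The remaining 23529 genes each had a description, although 6433 were described only as uncharacterized. Of these genes, 8403 (35.7%) had whole-number estimates in all 6 libraries, counting a value as whole within 0.001. No other column of counts was present (0 columns belonged to no sample).

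Estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr in edgeR 4.0.16 (R 4.3.3) at its defaults, which left 15540 genes holding 99.9% of all estimated counts, and libraries were scaled by the trimmed mean of M values (TMM). The test was edgeR's quasi-likelihood F test of overexpression against control with no covariate, with Benjamini-Hochberg adjustment and a limit of 0.05. A second count required a change of at least 2-fold, a log2 fold change of at least 1 in size. Log2 fold changes are overexpression minus control. Their standard errors are those implied by the F statistic, the size of the fold change divided by the square root of F. CPM values are counts divided by the TMM-scaled library total, on the usual CPM scale. Intervals and floors cover counting error only. A fold against a group with 0 counts was computed against 3 counts over that whole group.

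Gene lists were fixed by name patterns on the gene descriptions before the data were examined. They were Gadd45, the JNK pathway including Gadd45, apoptosis, yolk and eggshell, the piRNA pathway, and ribosomal proteins as a comparison list. The patterns were kept as written although some caught unrelated names, such as flap endonuclease GEN in the apoptosis list and oocyte zinc finger proteins and enhancer of yellow in the yolk and eggshell list. Lists were tested with camera at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation (limma 3.58.1), using all tested genes as background. The genes named one by one also followed a rule fixed at that time. They are every Gadd45 gene, the 5 largest rises and 5 largest falls among called genes with at least 5 CPM on average and no overlap between groups, up to 4 called members per list, and the gene with the smallest p-value in each direction. That rule named 5 Gadd45 genes, 2 rises, 0 falls, 0 list members, and 2 genes by smallest p-value, 1 of which was already among the rises. Other genes are named as chosen after their values were seen. Lists of fat body, heat shock protein, muscle and structural muscle genes were written later, after the table of all genes had been seen.

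The procedure was tested on simulated counts for the 15540 genes, drawn from the real means and library sizes and from edgeR's estimated dispersions. Each gene was drawn on its own, at a dispersion that edgeR had already shrunk towards those of other genes. Correlation between genes was thus absent, so the results below, those for lists in particular, may describe an easier setting than the real one. With 200 genes changed 2-fold, 67% were recovered over all abundances and 98% of those above 20 CPM, with 19 calls among unchanged genes. With 200 genes changed 1.5-fold, 36% were recovered over all abundances and 69.6% of those above 20 CPM, with 7 calls among unchanged genes. At 1.25-fold 0% were recovered, with 1 call among unchanged genes, and with no gene changed there were 0 calls. The recovered genes numbered 134 at 2-fold and 72 at 1.5-fold. Calls among unchanged genes were thus a larger share of all calls than the adjusted limit allows at 1.25-fold, 1.5-fold and 2-fold. At 4-fold the share was below the limit, with 181 genes recovered and 7 calls among unchanged genes. The share of false calls among those reported below may therefore exceed the limit. The JNK pathway list, with its 25 genes shifted by 0.3 on the log2 scale, was called, as were 0 of the lists other than Gadd45, which shares its genes.

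Alternatives were DESeq2 1.42.0 size factors or library size alone in place of TMM, no filter, a stricter filter (at least 10 counts in 3 or more libraries and a mean of at least 1 CPM), the DESeq2 Wald test on all 23529 genes with its own independent filtering, limma-voom, the robust edgeR fit, the replicate number as a block, a test against a 1.5-fold change, and each library left out in turn. Restricting the test to genes with whole estimates, and summing genes that share a description, were added after seeing the data. A RefSeq gene table of the AalbF5 assembly was used only to ask whether a gene ID still exists there. 12747 of the 23529 genes (54.2%) had an ID in it, and none of its coordinates were used. GC content and transcript length were not examined, since no genome sequence was used here.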

Results

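RNA-seq was carried out on ovaries of *Aedes albopictus* to ask how overexpression of the piRNA Aalpi18529 changes ovarian gene expression after a blood meal. piRNAs are small RNAs bound by PIWI-family Argonaute proteins. Each group, control and Aalpi18529 overexpression, had 3 libraries (n = 3). The small RNA itself was not measured in the data used here, so the overexpression rests on the sample labels.

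Depth was nearly uniform. The estimated counts summed to 15919841, 16465531 and 16423715 in control libraries 1, 2 and 3, and to 16111124, 15821720 and 15719412 in overexpression libraries 1, 2 and 3. Between 20468 and 20664 of the 23529 genes with values had a count above 0 in a given library. The 10 most abundant genes of each library took 4.05% to 4.18% of its counts, and the TMM factors lay between 0.991 and 1.01. Pairs of libraries differed by more than counting noise. Over genes with whole-number estimates, the chi-square statistic per degree of freedom was at least 4.26 in every pair, so no library was treated as a repeat of another.

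The groups were first compared as whole profiles. Pearson's r of log2 CPM across genes was 0.981 to 0.984 within a group (6 pairs) and 0.982 to 0.985 between groups (9 pairs), so libraries of different groups resembled each other as closely as replicates did. Genes are not independent replicates, and these coefficients describe the libraries only. The first 2 principal components carried 22.2% and 21.8% of the variance, with group membership accounting for 13.5% and 46.4% of the variation along them. Neither component on its own separated all 3 overexpression libraries from all 3 controls.

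**Figure D1:**
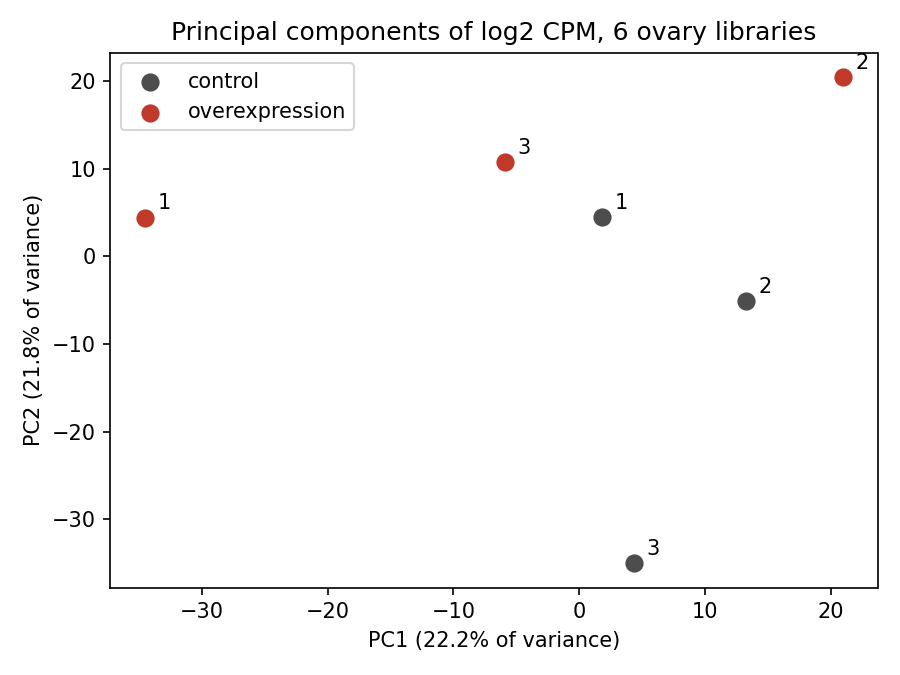
First 2 principal components of log2 CPM in the 6 ovary libraries, with the share of variance on each axis. Each point is a library, numbered by its replicate and coloured by group. The groups do not separate on either axis, and on PC2 control library 1 (4.46) lies just above overexpression library 1 (4.43).

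Differential expression was then tested gene by gene. Of 15540 genes tested with edgeR's quasi-likelihood test, 2 passed a Benjamini-Hochberg adjusted p of 0.05. Both were higher with overexpression, and both changed by at least 2-fold. At an unadjusted p under 0.05 there were 764 genes (4.92% of those tested), 376 of them higher and 388 lower, where 5% is the share given by chance. In 1607 genes (10.3%) all 3 overexpression libraries lay on one side of all 3 controls, against 10% by chance. The median log2 fold change was 0.00 and 99% of genes changed by less than 1 on the log2 scale. Of the alternatives, the DESeq2 Wald test, run on all 23529 genes with its own filtering, moved the number of calls most. It called 15 genes, 8 higher and 7 lower, including the same 2. The calls also changed when single libraries were left out. Each such fit had fewer libraries, so a lost call need not reflect the library removed. No gene was called by edgeR when control library 1, control library 2, overexpression library 1 or overexpression library 3 was left out, although 707 to 808 genes had an unadjusted p under 0.05 in those fits. Without control library 3 the same 2 genes were called. Without overexpression library 2, 1 of them kept its call and 1 other gene, a fall, was called. With 200 genes changed 2-fold at once in the simulation, 98% were recovered above 20 CPM and 67% over all abundances. A change of this size could therefore go undetected in a rare gene. Recovery with fewer changed genes was not simulated, so abundant genes may be missed as well. The abundant gene LOC109415824, named after its values were seen, had a log2 fold change of 0.90 at a mean of 190 CPM. It was called by DESeq2 but not by edgeR (adjusted p 0.481).

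**Figure D2:**
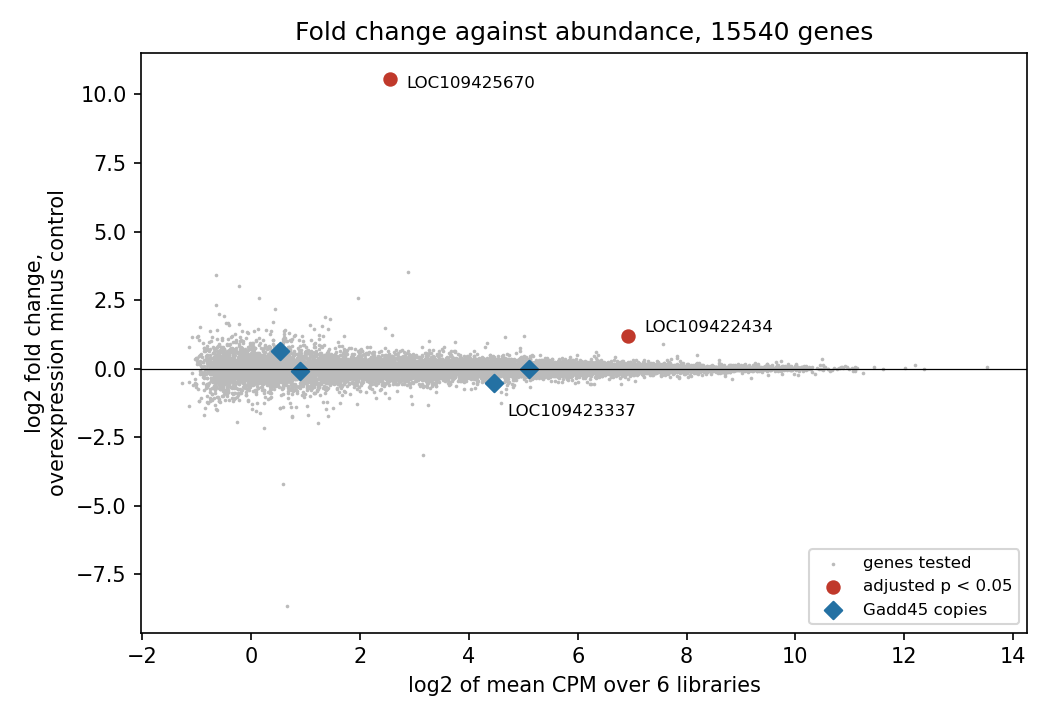
Log2 fold change (overexpression minus control) against the log2 of mean CPM for the 15540 genes tested. Grey points are single genes, red circles the 2 genes with an adjusted p under 0.05 and blue diamonds the 4 tested Gadd45 genes. The spread narrows with abundance, and LOC109422434 (1.19) lies above it, as does LOC109425670, whose fitted value (10.55) rests on a control group with 0 counts and is no bound.

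The gene with the smallest p-value was LOC109425670 (gene ID 109425670, scaffold NW_021837489.1, positions 43643768 to 43660913), described only as uncharacterized. It had estimated counts of 0 in all 3 controls and of 219.4, 126.76 and 208.87 in overexpression libraries 1, 2 and 3, or 11.7 ± 3.22 CPM (SD, n = 3). Its level was therefore at least 189-fold higher than the 3 counts over the control group that were set as the floor. The edgeR adjusted p was 0.023. Its estimates were not whole numbers in all libraries, so its level is uncertain to the extent that reads were divided with other genes. Over the 15 alternatives that tested it for any change, the adjusted p ranged from 1.98e-12 to 0.177, and against a 1.5-fold change it was 0.033. Leaving out 1 of 4 libraries raised its adjusted p above the limit, to 0.0884 without control library 1, 0.116 without control library 2, 0.117 without overexpression library 1 and 0.154 without overexpression library 3. With 0 counts in every control, its log2 fold change hardly moved when a control was removed (10.5423 to 10.555). The calls lost without control library 1 or 2 therefore do not come from its own counts in those libraries.

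The other called gene was LOC109422434 (gene ID 109422434, scaffold NW_021838043.1, positions 493841 to 494707), described as protein lethal(2)essential for life-like, a name given to small heat shock proteins. It averaged 73.8 ± 11.1 CPM in controls and 168 ± 11.3 CPM with overexpression (SD, n = 3). Its log2 fold change was 1.19 ± 0.11 (SE), with an edgeR adjusted p of 0.023, and all 3 overexpression libraries (2906, 2603 and 2488 counts) exceeded all 3 controls (1027, 1155 and 1423 counts). Its adjusted p was 0.0105 without control library 3 and 0.0972 without control library 1, 0.217 without control library 2, 0.117, 0.101 and 0.154 without overexpression libraries 1, 2 and 3. Over the 14 alternatives that tested it for any change, it ranged from 5.56e-21 to 0.217, and against a 1.5-fold change the gene lost its call (adjusted p 0.365). Its estimates were not whole numbers in all libraries either.

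No gene that fell passed the edgeR limit, with 388 falls at an unadjusted p under 0.05 and 7 falls called by DESeq2. The fall with the smallest p-value was in LOC109397705 (gene ID 109397705, scaffold NW_021838565.1, positions 1329680 to 1345821), described as myophilin-like, a calponin-family muscle protein. It averaged 18.8 ± 0.835 CPM in controls and 11.3 ± 0.274 CPM with overexpression (SD, n = 3). The log2 fold change was -0.73 ± 0.11 (SE), with an edgeR adjusted p of 0.481. DESeq2 gave it an adjusted p of 0.00287, and over the 14 alternatives that tested it for any change its adjusted p ranged from 0.00287 to 0.986, with a fall in each.

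The study's title names Gadd45a, a stress-induced regulator upstream of JNK signalling, and 5 genes were described as growth arrest and DNA damage-inducible protein GADD45 alpha-like. LOC109423337 (gene ID 109423337, scaffold NW_021837367.1, positions 797226 to 798780) fell from 26.1 ± 3.87 to 18.2 ± 1.92 CPM (SD, n = 3), or to 69.8% of the control. All 3 overexpression libraries (266.5, 283.22 and 316.13 estimated counts) lay below all 3 controls (404.53, 495.21 and 371.66). Its log2 fold change was -0.52 ± 0.14 (SE), with an unadjusted p of 0.00502 by edgeR. Its estimates, like those of the other Gadd45 genes, were not whole numbers in all libraries, so reads may have been divided among the copies. The adjusted p was 0.963 over all genes and 0.0201 adjusted over the list alone (4 Gadd45 genes tested). That list was taken from the title, which may itself rest on these libraries, so the smaller value is not an independent test. Among all genes tested, LOC109423337 ranked 69 by unadjusted p. Its adjusted p over all genes stayed between 0.543 and 0.998 across the 14 alternatives that tested it for any change, and its direction was downward in each. An exact permutation test gave p = 0.1 (two-sided), the smallest that 3 libraries against 3 allow.

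The most abundant Gadd45 gene, LOC115265440 (scaffold NW_021838153.1, positions 82006001 to 82007248), took 57.1% of the Gadd45 counts and did not differ, at 34.8 ± 2.96 CPM in controls and 34.4 ± 3.08 CPM with overexpression (SD, n = 3). Its edgeR adjusted p was 0.996. LOC115261964 (scaffold NW_021837367.1, positions 1637016 to 1638596) stood at 1.90 ± 0.72 and 1.81 ± 0.169 CPM, with an edgeR adjusted p of 0.992. LOC109423338 (scaffold NW_021838153.1, positions 82069383 to 82070735) stood at 1.12 ± 0.272 and 1.77 ± 0.499 CPM, a log2 fold change of 0.65 ± 0.33 (SE) with an edgeR adjusted p of 0.963. LOC115261959 (scaffold NW_021837367.1, positions 725099 to 726356) was too low to be tested, at 0.533 ± 0.0637 and 0.403 ± 0.379 CPM. Because estimated reads can move between similar genes, the 5 were also summed. The sum was 64.4 ± 7.23 CPM in controls and 56.6 ± 4.01 CPM with overexpression (SD, n = 3), 87.8% of the control, and an exact two-sided permutation test of log2 CPM gave p = 0.3.

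**Figure D3:**
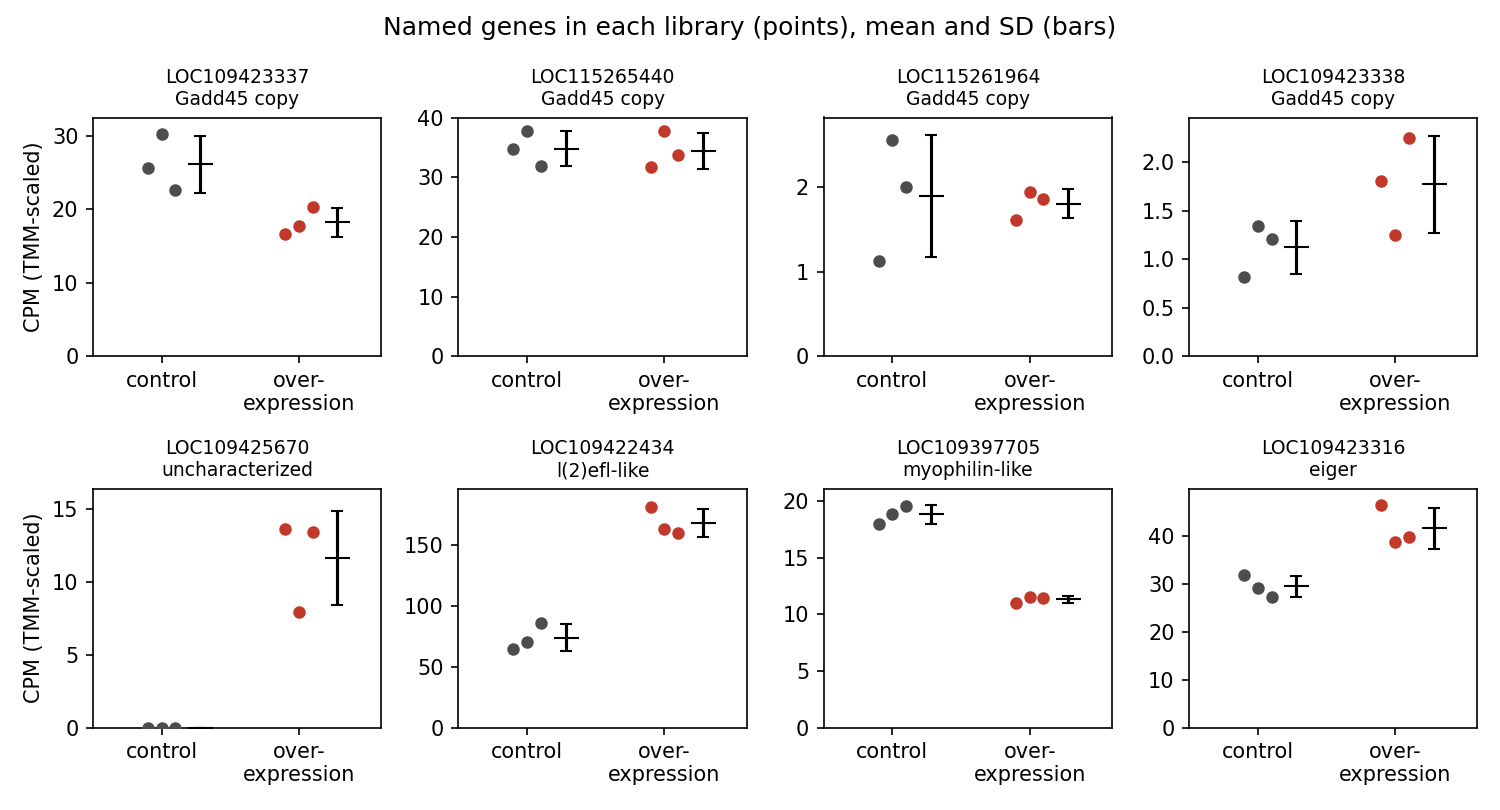
CPM of 8 genes in each library (y axis, TMM-scaled, starting at 0), with points for libraries and bars for the mean and SD of 3 libraries per group. LOC109425670, LOC109422434, LOC109397705, LOC109423337 and LOC109423316 show no overlap between groups, and of these only the first 2 pass the adjusted limit over all genes.

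The title also places JNK signalling and nurse cell apoptosis downstream of Gadd45a, and vitellogenesis as the outcome. Lists for these processes were therefore tested together with the piRNA pathway and ribosomal proteins (6 lists). Since the title may rest on these same libraries, the lists taken from it are not an independent choice. Among 25 JNK pathway genes, 12 rose and 13 fell. The median log2 fold change was -0.02, the mean was 0.03, and camera set the list's direction as upward with an adjusted p of 0.931, so the signs differed, and the camera direction turned downward with no filter and when control library 1, control library 3 or overexpression library 1 was left out (adjusted p 0.461 to 0.998). No member passed the edgeR limit over all genes, 0 were called by DESeq2, 1 passed when adjusted over the list alone, and 5 had an unadjusted p under 0.05. That 1 gene, named after its values were seen, was protein eiger, a tumour necrosis factor ligand (LOC109423316, scaffold NW_021838153.1, positions 83555441 to 83621116). It rose from 29.5 ± 2.3 to 41.7 ± 4.28 CPM (SD, n = 3), a log2 fold change of 0.50 ± 0.10 (SE), with an edgeR adjusted p of 0.029 over the list and 0.963 over all genes.

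Among 65 apoptosis genes, 37 rose and 28 fell, with a median log2 fold change of 0.01 and a camera adjusted p of 0.665. None passed the edgeR limit over all genes or adjusted over the list alone, 0 were called by DESeq2, and 3 had an unadjusted p under 0.05. Among 58 yolk and eggshell genes, 31 rose and 27 fell, with a median of 0.03 and a camera adjusted p of 0.535. None passed the edgeR limit over all genes or adjusted over the list alone, 0 were called by DESeq2, and 4 had an unadjusted p under 0.05. The list's mean (0.11) lay above its median, and its vitellogenin-A1 genes were read mainly in overexpression library 1. Among 38 piRNA pathway genes, 16 rose and 22 fell, with a median of -0.03 and a camera adjusted p of 0.535. None passed the edgeR limit on either adjustment, 0 were called by DESeq2, and 3 had an unadjusted p under 0.05. The 4 Gadd45 genes gave a camera adjusted p of 0.581, in the downward direction although their mean log2 fold change was 0.01.

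Ribosomal proteins were the only list past the limit with camera at its preset correlation. Of 142 genes, 99 rose and 43 fell, the median log2 fold change was 0.05 and the adjusted p was 0.00235. No ribosomal protein gene passed the edgeR limit over all genes or adjusted over the list alone, and 18 had an unadjusted p under 0.05. DESeq2 called 1 of them, a 60S ribosomal protein L32 gene (LOC109402032), named after its values were seen. The list did not pass with fry (adjusted p 0.56) or with camera at the estimated correlation (adjusted p 0.665). It also lost its call when control library 2 (adjusted p 0.129), control library 3 (0.124) or overexpression library 3 (0.0919) was left out. None of the other 5 lists passed under fry or the estimated correlation.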

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

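The alternatives were fixed before the data were examined, except the tests on genes with whole estimates and on counts summed over one description, which were chosen after seeing the data. Over all results and settings, 255 values were compared with the reported ones. 203 kept their direction and their side of the limit, or stayed within 1.5 times a count or 1 SD of an untested value. 24 moved, 16 lost their call, 1 gained a call and 11 changed direction. Results short of the limit had no call to lose, so all 16 lost calls fell on those past it. LOC109425670 kept its call in 10 settings and lost it in 5. LOC109422434 kept its call in 8 and lost it in 6, and ribosomal proteins kept theirs in 7 and lost it in 5.

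The count of 2 changed genes, and of 2 changed at least 2-fold, was the same with DESeq2 size factors, library size alone, no filter, the stricter filter, limma-voom and the robust edgeR fit, and in each of these both of the reported genes were among the calls. The DESeq2 Wald test called 15 genes, against 2 in edgeR, and 6 of the 15 changed at least 2-fold. It ran on all 23529 genes with its own independent filtering, and 2 of its calls (LOC115257555 and LOC109415330, named after their values were seen) were not among the 15540 genes edgeR tested. The cause of the difference in the other calls was not tested. LOC109397705 gained its call only there (log2 fold change -0.73). The test against a 1.5-fold change kept 1 gene, LOC109425670, and LOC109422434 lost its call there (adjusted p 0.365). Leaving out 1 library gave 0 to 2 genes by either count. The number of genes at an unadjusted p under 0.05 was 707 to 833 in the same 6 fits. Without overexpression library 2, 2 genes were called, 1 of them shared with the reported pair (LOC109425670) and 1 a fall. That fall, named after its values were seen, was in LOC115253462 (uncharacterized), with estimated counts of 214.84, 291.38 and 280.39 in the controls, 0.05 and 0 in overexpression libraries 1 and 3, and 86.23 in the library left out.

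With the replicate number as a block, 0 genes were called at either limit, while 713 had an unadjusted p under 0.05. The replicate numbers did not pair the libraries, since the deviations of same-numbered libraries from their group means correlated at -0.01, 0.03 and 0.01 for numbers 1, 2 and 3. Under the block the log2 fold changes were 10.55 for LOC109425670 and 1.19 for LOC109422434. Their SEs were 0.50 and 0.11, against 0.64 and 0.11 without it. For LOC109425670 the SE was thus smaller at nearly the same log2 fold change, yet its edgeR unadjusted p rose from 1.97e-06 to 1.14e-05. Its lost call therefore reflects the fewer degrees of freedom that the block leaves, not a smaller effect. For LOC109422434 the cause of the lost call was not tested. The block changed no list call.

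On the 4324 tested genes with whole estimates in all libraries, 0 genes were called by edgeR at either limit and 250 had an unadjusted p under 0.05. DESeq2 and limma-voom were not run on this subset. Neither called gene has whole estimates, so both were removed by construction. When counts were summed over one description, 9691 groups were tested, 1 was called at either limit (LOC109425670, kept single as uncharacterized) and 491 had an unadjusted p under 0.05. LOC109422434 was counted within the group of its description, which was not called. The summed GADD45 alpha group had a log2 fold change of -0.19 ± 0.09 (SE) and an edgeR adjusted p of 0.951. The sum of the 5 Gadd45 genes was 83.7% to 93.7% of the control when single libraries were left out.

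The number of lists past the limit was 1 with the DESeq2 size factors, either filter and the block, 0 with fry, 0 with the estimated correlation, and 0 to 1 when single libraries were left out. Several lists and genes near 0 changed direction, none of them past the limit in any setting. The JNK pathway list turned downward with no filter (adjusted p 0.572), without control library 1 (0.998), control library 3 (0.461) and overexpression library 1 (0.787). The apoptosis list turned downward without control library 2 (0.894) and without overexpression library 2 (0.753), and the Gadd45 list turned upward without control library 2 (0.894). Over the fits without 1 library the adjusted p of each of these 2 lists ranged from 0.265 to 0.894. LOC115261964 had log2 fold changes of 0.20 without control library 2 and 0.0014 without overexpression library 1, in a range of -0.33 to 0.20. LOC115265440 had 0.0482 and 0.0391 in the same fits, in a range of -0.0886 to 0.0482. LOC109423337 fell in all 14 alternatives that tested it for any change (log2 fold change -0.62 to -0.40), LOC109423338 rose in all 14 and eiger (LOC109423316) in all 15, none past the limit over all genes.

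In the simulation 36% of genes changed 1.5-fold were recovered, and 69.6% of those above 20 CPM, while at the smallest simulated change 0% were recovered, above 20 CPM as well as over all abundances. Changes of these sizes could not be excluded here in rare or in abundant genes. Depth was not varied in the simulation, so its part in this limit was not separated from that of the spread and the number of libraries.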

Other observations

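The tests on the on and off genes, the fat body list and the splits of the libraries were specified before their values were seen, but after the gene table had prompted them. The tests on the muscle list and its splits, on pooled heat shock protein 70 genes, on both pools of muscle genes and on the other Gadd45 copies were chosen after the results were seen.

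The design could not exclude chance as the origin of the 2 calls. The 6 libraries can be divided into 3 and 3 in 10 ways, so no share under 10% is possible. Of these 10 splits, 2 gave at least as many genes, at either limit, the real one included, and the other gave 3. In 4 of the 9 other splits more than 764 genes had an unadjusted p under 0.05, with a range of 575 to 929 over all splits. For the gene lists, 3 of 10 splits gave as many lists past the limit, and 1 split of mixed libraries gave ribosomal proteins a smaller camera p (7.92e-08) than the real one. Chance can therefore not be excluded for the ribosomal protein shift. Likewise, 5 of 25 JNK pathway genes had an unadjusted p under 0.05. They were eiger and transcription factor AP-1, which rose, and LOC109423337, a hemipterous gene (LOC109402022) and a JNK gene (LOC109429565), which fell. All except LOC109423337 were named after their values were seen. As many JNK pathway genes at an unadjusted p under 0.05 were found in 2 of the 10 splits, the real one included.

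LOC109425670 was read in every overexpression library and in no control. A gene switched on by the treatment would look this way, but so would a transcript or gene copy that the estimation assigns in some libraries and not in others. In these data 122 genes had at least 20 estimated counts in 1 library and under 0.5 in another. Their IDs were found in the later AalbF5 annotation in 34.4% of cases, against 51.3% for genes of the same abundance (42.6% to 59.8% in 1000 matched sets), and 9.84% had whole estimates, against 28.5% (20.5% to 36.9%). This pattern is consistent with reads shared between near-identical copies, such as both haplotypes of one locus kept in an assembly, for the set as a whole. Under the real division, 2 genes were on in one group and off in the other, LOC109425670 and LOC115264401, the latter off with overexpression. In total 2 of the 10 divisions held as many, the real one included, and the 9 other divisions held 5 such genes among them. Assignment unrelated to the group and an effect of the treatment cannot be told apart for LOC109425670, because 10 divisions are too few. Its ID is still present in AalbF5, as is that of LOC109422434. Primers in sequence unique to this gene, on genomic DNA as well as RNA, would separate these cases.

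The rise of LOC109422434 could reflect a heat shock response in the overexpression libraries, for instance from handling. The tables argue against it. The 20 genes named heat shock protein 70 A or B together stood at 94.9% of the control (125 ± 13.2 CPM in controls and 119 ± 9.26 CPM with overexpression, SD, n = 3), while LOC109422434 stood at 228%. The full heat shock list of 97 genes had a fry p of 0.76. The 96 other tested heat shock protein genes did not move as a set (fry p 0.646, median log2 fold change 0.00), nor did the 14 others described as lethal(2)essential for life (fry p 0.62). A change limited to this member remains open, as do chance and reads divided with other genes.

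LOC109423337 was the only Gadd45 gene whose groups did not overlap. Reads moved to the other 4 copies by the estimation would leave the family total as it was. The other 4 together gained 0.0412 CPM (38.4 ± 3.39 CPM in controls and 38.4 ± 2.86 CPM with overexpression, SD, n = 3), while LOC109423337 fell by 7.89 CPM. On average the other copies thus did not take up what it lost, but the SE of their gain was 2.56 CPM. The family total did not differ by the exact permutation test (p = 0.3), so 3 libraries per group could not exclude moved reads. Of the 5 Gadd45 IDs, only LOC109423337 and LOC115261964 are still found in AalbF5. A fall of this one locus is a candidate effect of the piRNA. A test over all genes in 3 libraries against 3 did not establish it, and chance and moved reads stay open.

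Genes named for muscle were lower as a set with overexpression, but the list was written after the table of all genes had been seen, so its p-values are descriptions and not an independent test. The 93 tested genes had a fry p of 0.00348 (camera p 0.00104, and 0.0135 with the estimated correlation). For the 19 tested structural genes the fry p was 0.0279, while camera gave 0.0728 and, with the estimated correlation, 0.123. Without 4 genes seen near the top of the table (the myophilin-like genes LOC109397705 and LOC109432989 and the troponin C-like genes LOC109418939 and LOC109404813, of which the last rose), the fry p was 0.0103, with 56 of 89 genes lower and a median log2 fold change of -0.05. Other falling genes of that table stayed among the 89, such as the myophilin-like gene LOC115269579 (log2 fold change -0.71). For these 89 genes, no other split of the libraries gave as small a fry p (0.137 or more, against 0.0103 in the real one). That share, 1 of 10 splits, is the smallest possible, so this test could not have excluded chance whatever its result. These ovary libraries express 93 of the 138 matched genes, and the name patterns do not limit the list to genes specific to muscle. Whether the overexpression libraries held slightly less muscle stays open.

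A loss of muscle as the whole cause of the fall of LOC109397705, which stood at 60.1% of the control, would lower the main sarcomere genes as far. The 26 structural genes pooled stood at 95.7% of the control (1305 ± 37.5 CPM in controls and 1249 ± 10.8 CPM with overexpression, SD, n = 3). That pool holds actins and tropomyosins, which other cells could also express. Without them, the 10 genes of muscle myosin heavy chain, troponins I and T and paramyosin stood at 95.8% (414 ± 17.2 CPM in controls and 396 ± 15.9 CPM with overexpression, SD, n = 3). These values argue against a general loss of muscle of that size. A change in a kind of muscle or in part of its genes remains open, as do chance and reads divided among copies. The myophilin-like genes LOC109432989 (-0.69) and LOC115269579 (-0.71) fell about as far, the more abundant myophilin gene LOC109431912 did not (0.07), and the troponin C-like genes LOC109418939 (-0.54) and LOC109404813 (0.62) moved apart. With counts summed over one description, the troponin C family fell (log2 fold change -0.29 ± 0.04 (SE), edgeR adjusted p 0.236), without passing the limit.

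Overexpression library 1 held reads of yolk protein precursor genes that the other 5 libraries nearly lacked. The 3 genes described as vitellogenin-A1 had 175, 286 and 305 counts there (LOC109413685, LOC109413693 and LOC109413684), against at most 25, 24 and 4 in any other library. All of these counts are whole numbers, which argues against divided reads. In mosquitoes vitellogenin is made by the fat body after a blood meal, so a trace of fat body carried along in dissection is a candidate source. The 88 other tested genes of the fat body list did not settle it. Their median log2 ratio to the mean of the other 5 libraries was 0.0247 in this library, against -0.0606 to 0.017 in the others. The 4 vitellogenic carboxypeptidase genes summed to 89 estimated counts there and 33 to 69 elsewhere, and the apolipophorins gene had 130 counts there and 40 to 113 elsewhere. Both were highest in this library but near the others. Of 169 genes matched by the list, 88 pass the expression filter in these ovary libraries, and some names it caught are not of fat body genes. The list did not differ between the groups (fry p 0.252). Vitellogenin-A1 took 47.5 ppm of the counts in this library and 1.89 to 2.92 ppm in the others, a trace that need not show in less abundant genes, so the source stays open. No called gene rests on vitellogenin, but LOC109413685 and LOC109413693 were tested in the yolk and eggshell list (log2 fold changes 1.81 and 2.57, edgeR adjusted p 0.963 for both), and its mean log2 fold change (0.11) lies above its median (0.03).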
